A study of Danio rerio with 18 samples.

How the data were processed

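The study's samples were 18 poly(A) RNA libraries from adult zebrafish ventricles, 2 to 3 ventricles per library, in 6 groups of 3: control and cKO ventricles, each uninjured, 3 days after sham and 3 days after cryoinjury. Groups were taken from the sample labels, which give each library's title, treatment and time point. The labels state extraction with a phenol reagent, DNase treatment, and library preparation and sequencing by a commercial provider. They do not say what the control fish received in place of 4-hydroxytamoxifen, at what time of day hearts were collected, or which fish were handled together.

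The deposited table holds estimated counts per gene, rounded to whole numbers by the authors and not scaled for depth, for genes of Ensembl. Per the file headers each library was quantified with StringTie 2.1.1 against the Ensembl annotation of GRCz11, and the deposited file of each library gives coverage per transcript and exon. The aligner and the trimming are not stated. In every library, summing coverage times length over the transcripts of a gene and dividing by 75 gave the deposited value for 100% of the genes after rounding, so 1 count stands for 75 aligned bases. A read with more than 75 aligned bases would give more than 1 count, and the spread between replicates, not counting error, set the precision. The library files list 32520 genes, 7413 of them outside the table, which held 1.62% to 2.53% of the counts. Per the file headers 5 libraries came from lane 2 and 13 from lane 4 of the same flow cell.

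Totals ranged from 107256750 to 191085931 counts per library. The total of bases by which StringTie scales coverage to FPKM, taken from the median ratio of these values over transcripts, was 9.09 to 16.0 gigabases. It exceeds what the counts stand for, and what else it includes is not stated in the files. Over the pairs of replicates the squared deviations per gene, divided by what counting error alone would give, averaged 83 to 764, so no intervals from counting error are printed. Where a group had 0 counts no lower bound on a fold is printed, since the number of reads behind a count is not known.

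Gene symbols came from the supplied table of gene names and from the RefSeq table of assembly GRCz12tu, which was used for names only. All coordinates are those of GRCz11 from the library files. A symbol was found for 23499 of the deposited genes, and 10860 took the zebrafish symbol of the RefSeq table. TNC, NPC2 and F13A1 each stand for 1 of a pair of genes that the tables give the same symbol, so the identifier decides.

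Genes were filtered with filterByExpr by group, which left 20462, and scaled by the trimmed mean of M values (TMM). The quasi-likelihood test of edgeR 4.0.16 (robust, two-sided) was run in R 4.3.3 on 1 fit of all 18 libraries with a mean per group. Contrasts compared cKO with control in each condition and averaged over the conditions, and the conditions with each other in each arm. Further contrasts tested whether the cKO effect differed between cryoinjury and sham and between cryoinjury and uninjured. P-values were adjusted over the genes of a contrast by Benjamini and Hochberg, and genes under 0.05 are called. Log2 fold changes are those of the fit. Standard errors (SE) were derived as the absolute log2 fold change over the square root of the F statistic, so they carry the same information as the p-value. CPM values use TMM library sizes, and log2 CPM a prior count of 2. Single values were compared by an exact permutation test, whose smallest p for 3 against 3 libraries is 0.1.

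The rule for naming genes was fixed before the files were seen. It names tcf21 in every comparison. It adds, per comparison, the 3 largest increases and the 3 largest decreases among called genes with a mean of at least 5 CPM over the 18 libraries, a gene symbol of the approved style and no overlap between replicates of the groups compared. The overlap was not asked of averaged effects and of differences between effects. Genes of lists are named where a list is described, and genes outside the rule are introduced as such.

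Lists were fixed before the data were examined: AP-1 factors, cardiomyocyte sarcomere, cardiomyocyte stress and dedifferentiation, cell cycle, endothelium, epicardium, fibroblast and matrix, macrophages, mural cells, neutrophils and acute inflammation, oestrogen response, and red blood cells. Of their 125 members 109 matched a gene. They were tested with camera of limma 3.58.1 on voom values, the correlation between genes being estimated from the data, with fry and with the preset correlation of 0.01 as alternatives. Lists for clock, antiviral and secretory genes and for atrium, bulbus arteriosus, skeletal muscle and liver were written later, before the tests that use them. These lists were compared with 10000 random lists of genes of like abundance, with camera, and with an exact permutation of libraries within conditions. Random lists ignore the correlation between genes, so their percentiles describe these libraries.

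The alternatives fixed beforehand were DESeq2 1.42.0 size factors in edgeR, no filter beyond 1 count, a mean of at least 50 counts, the DESeq2 Wald test without independent filtering, only the groups compared, the replicate number as a block, library sizes without mitochondrial and haemoglobin genes, and leaving out each library. Sequencing lane as a covariate, the difference of the cKO effect between sham and uninjured, and a fit that adds the 7413 genes outside the table were added after the data had been seen. The lane term could be estimated from sham control alone, the only group in both lanes, with a single library in lane 4. Values with lane as a covariate are therefore a rough check and not a full correction. Other splits of the libraries were fitted for each comparison, all 10 for 3 against 3 and 100 draws where there are more.

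The method was tested on simulated data drawn from each condition's means over both arms and each gene's dispersion, with 200 genes changed in cKO. The test recovered 40% to 44% of genes simulated with a 2-fold increase in a comparison of 3 against 3 libraries, 82% to 86% at 4-fold and 94% to 98% at 8-fold. For the effect averaged over the conditions it recovered 86%, 96% and 98%. Among the calls 3.85% to 6.44% were false, and 0 of the unchanged lists were called. Each gene was drawn independently of the others with the same dispersion in all groups, without effects of lane or replicate number. The real groups differed in spread, with a common biological coefficient of variation of 0.272 in cryoinjured cKO and 0.597 in uninjured control. These rates therefore do not carry over to single conditions such as uninjured ventricles, or to lists of correlated genes.

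Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. GC content was not used here because no genome sequence of the build was at hand. Transcript-level values other than the exons of tcf21 were not analysed here.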

Results

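Poly(A) RNA was sequenced from ventricles of adult zebrafish that carry a floxed tcf21 allele, an inducible Cre recombinase under a ubiquitous promoter and a red fluorescent reporter driven by tcf21 regulatory sequence. The gene encodes a transcription factor of the epicardium, the outer cell layer of the heart. Fish of the conditional knock-out arm (cKO) were bathed 3 times for 24 h in 5 µM 4-hydroxytamoxifen, which activates the recombinase, and procedures followed 12 days after the first bath. The labels give the control arm the same genotype and no 4-hydroxytamoxifen, so that exposure to the drug and deletion of the gene came together. Ventricles of each arm were collected uninjured (day 0), 3 days after a sham operation that exposed the heart, or 3 days after cryoinjury with a probe cooled in liquid nitrogen. Each of the 6 groups held 3 libraries, and each of the 18 libraries was made from 2 to 3 ventricles.

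The deposited table gave estimated counts per gene, with totals of 107256750 to 191085931 counts per library. The total of bases by which StringTie scales coverage, by group, was 12.9 to 14.3 gigabases for uninjured control, 12.8 to 13.7 for sham control and 9.09 to 15.0 for cryoinjured control. It was 10.7 to 13.4 gigabases for uninjured cKO, 10.95 to 16.0 for sham cKO and 12.1 to 14.8 for cryoinjured cKO. Between 18071 and 20784 genes had at least 1 count in a library. Transcripts of 13 mitochondrial genes made up 11.7% to 21.6% of the counts, and 9 haemoglobin genes made up 0.017% to 0.346%. All 3 uninjured control libraries and replicates 1 and 2 of sham control had been sequenced in lane 2 of the flow cell. The other 13 libraries had been sequenced in lane 4.

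Replicates varied most in the uninjured groups. The common biological coefficient of variation was 0.597 in uninjured control and 0.575 in uninjured cKO, against 0.382 and 0.405 after sham and 0.386 and 0.272 after cryoinjury. Pearson correlations of log2 CPM, that is log2 counts scaled to library size, taken across genes between replicates of a group, lay between 0.914 and 0.983. The first principal component held 25.1% of the variance and the second 10.7%.

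**Figure D1:**
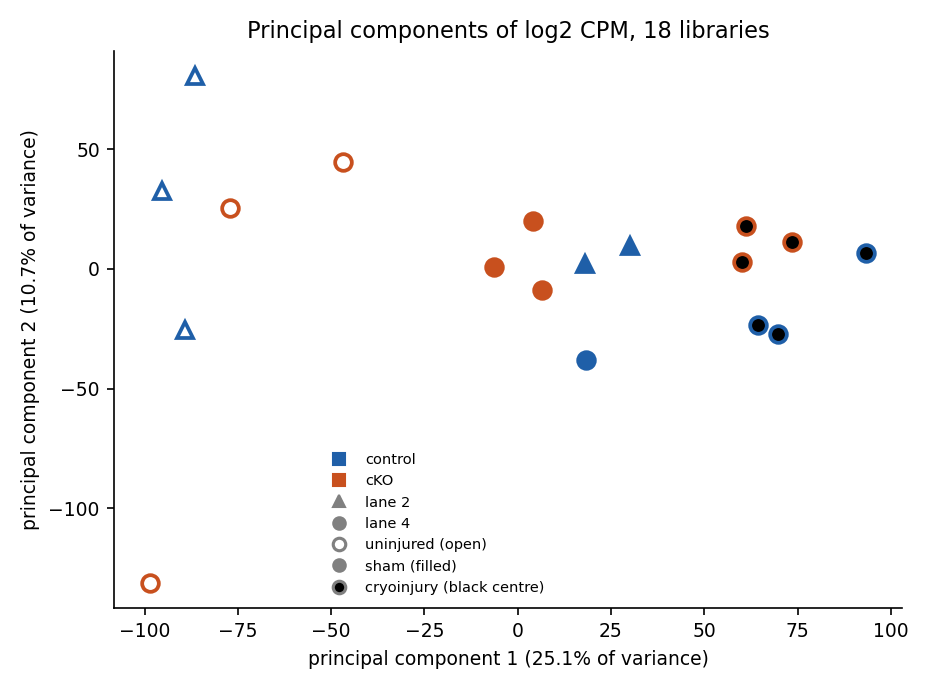
First and second principal component of log2 CPM for the 18 libraries (1 point each), with colour for the arm, fill for the condition, triangles for lane 2 and circles for lane 4. The first component (25.1% of the variance) ran from uninjured through sham to cryoinjured libraries, and the second (10.7%) spread the uninjured libraries.

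The first question was how much tcf21 transcript was left in the cKO ventricles. tcf21 (ENSDARG00000036869) lies on the minus strand of chromosome 23 of GRCz11, from 31554269 to 31555696, with exon 1 at 31555115 to 31555696 and exon 2 at 31554269 to 31554749. In uninjured ventricles its level was 8.09 ± 2.28 CPM in control and 0.707 ± 0.259 CPM in cKO (mean ± SD, n = 3 libraries each, as for all group values that follow). After sham it was 16.6 ± 1.97 CPM in control and 0.795 ± 0.119 CPM in cKO, and after cryoinjury 14.9 ± 0.248 and 0.824 ± 0.123 CPM. The level in cKO was therefore 8.74%, 4.77% and 5.52% of control. These values rested on 867 to 3107 counts per control library and 56 to 169 counts per cKO library.

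The log2 fold change of tcf21 in cKO was −3.52 (SE 0.28, adjusted p 1.31e-05) in uninjured ventricles, −4.39 (SE 0.29, adjusted p 7.38e-07) after sham and −4.18 (SE 0.28, adjusted p 1.32e-06) after cryoinjury. In each condition every cKO library lay below every control library, and the exact two-sided permutation test gave p 0.1, the smallest that 3 libraries against 3 allow. The alternative that moved the call most was the fit of the 6 uninjured libraries alone, with a log2 fold change of −3.51 and an adjusted p of 0.759. With lane as a covariate the changes were −3.33 (adjusted p 0.0400), −4.26 (2.52e-05) and −4.18 (4.92e-06), and both cryoinjured groups lay wholly in lane 4. Coverage of exon 1 in cKO, scaled to StringTie's total of each library, was 10.4% of control in uninjured ventricles, 4.65% after sham and 4.44% after cryoinjury. Coverage of exon 2 was 4.56%, 3.53% and 5.65% of control.

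**Figure D2:**
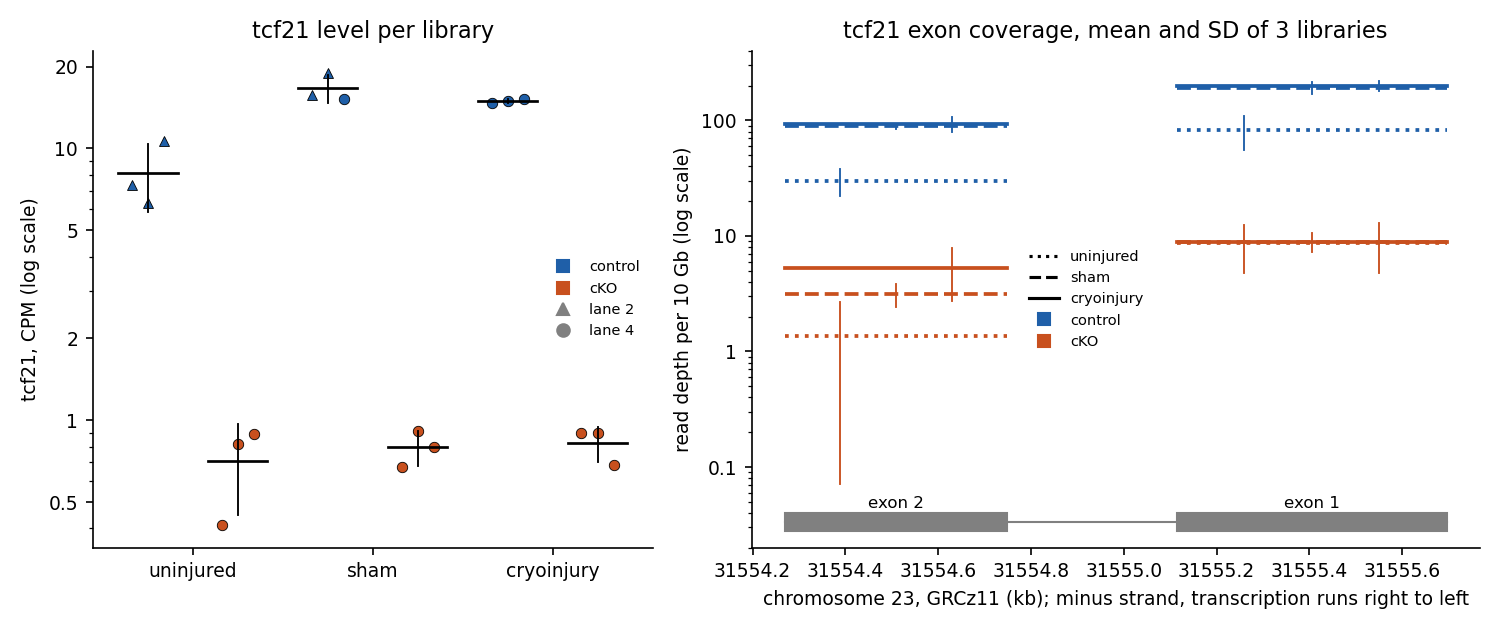
Left, level of tcf21 in CPM (log axis) per library with the mean and SD of 3 libraries, and right, read depth over its exons per 10 gigabases of StringTie's total (log axis, mean and SD of 3 libraries) along chromosome 23 of GRCz11. Group means were 8.09 to 16.6 CPM in control and 0.707 to 0.824 CPM in cKO, and both exons had at most 10.4% of the control depth in cKO.

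To ask what deletion changed before injury, uninjured cKO ventricles were compared with uninjured control ventricles. Of 20462 genes tested, 27 had an adjusted p under 0.05, 21 of them higher and 6 lower in cKO, and 2806 genes (13.7%) had an unadjusted p under 0.05. Besides tcf21 the rule for naming genes gave mov10b.1, sox4b, ifi27.7 and dhx38, whose libraries did not overlap between the arms. mov10b.1 (ENSDARG00000061177, chromosome 8, 27659244 to 27687095) was higher by 1.47 on the log2 scale (SE 0.27, adjusted p 0.0394). sox4b (ENSDARG00000098834, chromosome 16, 68069 to 71108) was higher by 1.42 (SE 0.23, adjusted p 0.0242), and ifi27.7 (ENSDARG00000075151, chromosome 13, 37645572 to 37649595) by 1.35 (SE 0.19, adjusted p 0.00907). dhx38 (ENSDARG00000100013, chromosome 7, 67748939 to 67798770) changed by −0.65 (SE 0.12, adjusted p 0.0394).

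All uninjured control libraries came from lane 2 and all uninjured cKO libraries from lane 4, so that no within-lane value could be had for the uninjured comparison. The fit of all 18 libraries with lane as a covariate called 1 gene, tcf21. In the fit of the 6 uninjured libraries alone 0 genes were called. The DESeq2 Wald test called 593 genes, among them all 27. Leaving out control replicate 2 gave 12 genes and leaving out control replicate 3 gave 557. Over the alternatives the adjusted p ranged from 0.000145 to 0.957 for mov10b.1, from 1.38e-05 to 0.957 for sox4b, from 8.05e-08 to 0.957 for ifi27.7 and from 8.08e-07 to 0.957 for dhx38. Of the 6 fits that left out 1 library, dhx38 lost its call in 4, mov10b.1 in 3, sox4b in 2 and ifi27.7 in 0. The largest adjusted p came without control uninjured replicate 2 for each (0.0941, 0.139, 0.0941 and 0.0319).

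The comparison 3 days after sham asked what deletion changed in the response to opening the chest without injuring the ventricle. It gave 3 genes, all lower in cKO, and 1645 genes with an unadjusted p under 0.05. Besides tcf21 these were TNC and adamtsl7. TNC (ENSDARG00000021948, chromosome 5, 28560847 to 28679135; a second gene bears the same symbol) had 69.9 ± 8.21 CPM in control and 4.56 ± 1.08 CPM in cKO, a log2 fold change of −3.94 (SE 0.42, adjusted p 0.000668). adamtsl7 (ENSDARG00000055439, chromosome 1, 21576674 to 21599219) had 10.3 to 12.0 CPM in control and 1.51 to 2.32 CPM in cKO, a log2 fold change of −2.51 (SE 0.37, adjusted p 0.0219). Lane 4 held a single sham control library, too few for a test within the lane. That library had 60.5 CPM of TNC and 12.0 CPM of adamtsl7, against at most 5.67 and 2.32 CPM in the 3 cKO libraries of the same lane. The adjusted p of adamtsl7 was 0.154 with lane as a covariate and ranged from 1.07e-09 to 0.154 over the alternatives, and its call was lost in all 6 fits without 1 library (up to 0.204 without cKO sham replicate 3). For TNC it ranged from 4.74e-20 to 0.0178, and all 6 such fits called it. The number of genes was 40 in the fit of the 6 sham libraries alone and 174 in the DESeq2 Wald test.

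The comparison 3 days after cryoinjury asked what deletion changed in the early response to injury. It called 1 gene, tcf21, and 1553 genes had an unadjusted p under 0.05. The next smallest adjusted p was 0.117. Both groups lay in lane 4. The DESeq2 Wald test called 104 genes, the fit of the 6 cryoinjured libraries alone called 253, and leaving out control cryoinjury replicate 3 gave 3, each time with tcf21 among them.

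The cKO effect averaged over the 3 conditions asked which genes differed with deletion whatever the procedure. It was called for 106 genes, 60 higher and 46 lower in cKO, with 3212 genes at an unadjusted p under 0.05. tcf21 changed by −4.03 (SE 0.16, adjusted p 3.65e-10). The largest increases among genes the rule allowed were stk35 at 1.81 (ENSDARG00000086856, SE 0.38, adjusted p 0.0478), per1a at 1.79 (ENSDARG00000056885, SE 0.29, adjusted p 0.0245) and nr1d1 at 1.61 (ENSDARG00000033160, SE 0.24, adjusted p 0.0133). The largest decreases besides tcf21 were TNC at −1.59 (SE 0.23, adjusted p 0.0116) and adh8a at −1.51 (ENSDARG00000091211, SE 0.29, adjusted p 0.0369). These means joined unequal parts. TNC had 0.730 ± 0.319 CPM in uninjured cKO and 0.688 ± 0.360 CPM in uninjured control. nr1d1 had 8.20 ± 5.62 and 4.28 ± 0.530 CPM in uninjured cKO and control, 42.6 to 84.9 and 9.78 to 12.4 CPM (ranges of 3 libraries) after sham, and 46.4 ± 13.6 and 20.1 ± 6.96 CPM after cryoinjury.

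The averaged effect was called for tcf21 alone once lane was a covariate. The 5 other named genes then had adjusted p-values of 0.292 to 0.723, with changes of the same sign. Leaving out single libraries gave from 14 genes (without cKO cryoinjury replicate 3) to 726 (without control uninjured replicate 3). stk35 lost its call in 14 of the 18 fits that left out 1 library (up to 0.117 without cKO cryoinjury replicate 3) and adh8a in 12 (up to 0.0868 without cKO cryoinjury replicate 1). per1a lost it in 2 (up to 0.0660 without cKO cryoinjury replicate 3), and nr1d1 and TNC in none. The adjusted p over the other alternatives reached 0.682 for stk35 and nr1d1, 0.723 for per1a, 0.587 for TNC and 0.292 for adh8a, each with lane. stk35 was also not called with DESeq2 size factors (0.0513) or with no filter on low counts (0.0656).

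**Figure D3:**
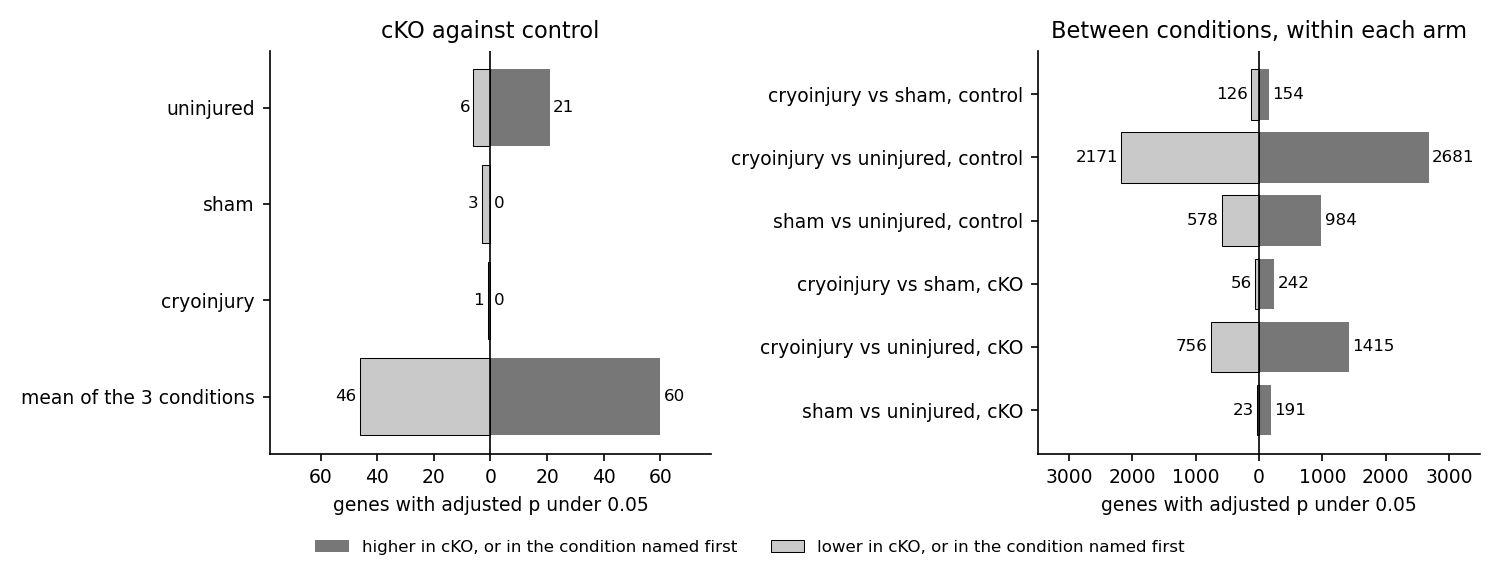
Number of genes with an adjusted p under 0.05 (horizontal axis) per comparison, with dark bars to the right for genes higher in cKO or in the condition named first and light bars to the left for lower ones. The cKO comparisons within a condition gave 27, 3 and 1 genes, and those between conditions gave 214 to 4852.

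None of the 12 gene lists fixed before the data were examined was called between cKO and control by camera with an estimated correlation. The smallest adjusted p was 0.734 in uninjured ventricles, 0.170 after sham and 0.342 after cryoinjury, with 0, 1 and 1 lists at an unadjusted p under 0.05. Without control cryoinjury replicate 1, 1 list was called after cryoinjury. With a preset correlation camera called 3, 2 and 3 lists, and none of these calls held under fry or an estimated correlation. The cell cycle list had all 15 genes higher in uninjured cKO, with a median log2 fold change of 1.25 and an unadjusted p of 0.0650. Of 108 list genes tested, 0 were called over all genes in each of the 3 comparisons, with 30, 10 and 9 at an unadjusted p under 0.05. The numbers adjusted over the list alone were 11, 0 and 0.

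The next comparisons asked how the ventricle responded to injury in each arm. In control, cryoinjury against sham gave 280 genes, 154 higher and 126 lower after cryoinjury. ankrd1a (ENSDARG00000075263, chromosome 17) rose by 3.40 (SE 0.64, adjusted p 0.0249), slc43a2b (ENSDARG00000061120, chromosome 10) by 2.64 (SE 0.48, adjusted p 0.0230) and NPC2 (ENSDARG00000096979, chromosome 17, one of a pair with that symbol) by 2.43 (SE 0.31, adjusted p 0.0038). TNC changed by −2.94 (SE 0.40, adjusted p 0.00568), tox3 (ENSDARG00000073957, chromosome 7) by −1.52 (SE 0.29, adjusted p 0.0245) and gsdf (ENSDARG00000075301, chromosome 21) by −1.47 (SE 0.25, adjusted p 0.0157). tcf21 did not differ (−0.16, adjusted p 0.843). Lane 4 held all cryoinjured control libraries and 1 of the 3 sham control libraries, too few for a value within the lane. A covariate for lane left 0 genes called, and the 6 named genes had adjusted p-values of 0.203 to 0.377. The number was 1418 in the fit of the 6 libraries alone, with 271 of the 280 genes among them. It fell to 36 or fewer in each fit that left out 1 library, and to 4 without control sham replicate 2. NPC2 and TNC were called in all 6 of these fits. ankrd1a and tox3 lost their calls in all 6, and slc43a2b and gsdf in 5, with the largest adjusted p without control cryoinjury replicate 1 (0.102, 0.102, 0.0999 and 0.0840).

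In control, cryoinjury against uninjured gave 4852 genes, 2681 higher and 2171 lower. apoeb (ENSDARG00000040295, chromosome 16) rose by 8.47 (SE 0.88, adjusted p 1.32e-05), from 0.529 ± 0.146 to 187 ± 106 CPM. col11a1b (ENSDARG00000009014, chromosome 2) rose by 6.65 and cd9b (ENSDARG00000016691, chromosome 4) by 6.56, with adjusted p-values of 1.07e-05 and 0.000413. mafb (ENSDARG00000076520, chromosome 25), zbtb16a (ENSDARG00000007184, chromosome 21) and F13A1 (ENSDARG00000045453, chromosome 24, one of a pair with that symbol) changed by −5.79, −3.57 and −3.52, with adjusted p-values of 0.0135, 0.00755 and 0.0153. tcf21 was higher after cryoinjury by 0.88 (SE 0.25, adjusted p 0.0168). The uninjured libraries lay in lane 2 and the cryoinjured ones in lane 4, so that no value within a lane could be had. Adding lane to the fit left 662 genes called, 631 of them among the 4852. apoeb (0.0131) and col11a1b (0.00859) stayed under 0.05 then, while cd9b (0.0757), mafb (0.678), zbtb16a (0.0759), F13A1 (0.0810) and tcf21 (0.239) did not. mafb, F13A1 and tcf21 each lost their calls in 2 of the 6 fits that left out 1 library, up to 0.0700 and 0.0788 without control cryoinjury replicate 1 and 0.0719 without control uninjured replicate 2.

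Sham against uninjured in control gave 1562 genes, 984 higher and 578 lower. TNC rose by 6.65 (SE 0.48, adjusted p 1.25e-06), col11a1b by 6.39 (SE 0.66, adjusted p 6.42e-05) and col11a1a (ENSDARG00000026165, chromosome 24) by 5.98 (SE 0.73, adjusted p 0.000191). mafb changed by −6.03 (adjusted p 0.0299), F13A1 by −4.68 (adjusted p 0.0121) and rorcb (ENSDARG00000017780, chromosome 2) by −4.42 (adjusted p 0.00747). tcf21 was higher after sham by 1.04 (SE 0.25, adjusted p 0.0182). Without control sham replicate 3 the comparison lay wholly in lane 2, and 878 genes were called, 841 of them among the 1562. Leaving out single libraries gave from 758 genes (without control sham replicate 1) to 2221 (without control uninjured replicate 3). The fit of the 6 libraries alone called 291 genes, with adjusted p-values of 0.0983 for tcf21, 0.0747 for mafb, 0.0820 for F13A1 and 0.0744 for rorcb. mafb was also not called with lane (0.102), without a filter (0.0530) or in 5 of the 6 fits that left out 1 library (up to 0.113 without control sham replicate 3). tcf21 was not called in 2 of those fits (up to 0.0822 without control uninjured replicate 2). rorcb was called in all 6, but its change ran from −4.90 to −2.74, the latter without control uninjured replicate 3.

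In cKO all 9 libraries lay in lane 4. Cryoinjury against sham gave 298 genes, 242 higher and 56 lower. ankrd1a rose by 4.47 (SE 0.67, adjusted p 0.00728), apoeb by 4.21 (SE 0.71, adjusted p 0.0126) and NPC2 by 2.93 (SE 0.32, adjusted p 0.00117). sesn4 (ENSDARG00000102379, chromosome 14), ndst1a (ENSDARG00000062397, chromosome 14) and rfx7a (ENSDARG00000077237, chromosome 7) changed by −1.61, −1.60 and −1.54, with adjusted p-values of 0.0254, 0.0391 and 0.0264. The number was 1671 in the fit of the 6 libraries alone, with 293 of the 298 among them. It lay between 18 and 115 in the fits that left out 1 library. NPC2 was called in all 6 of these. sesn4 and ndst1a lost their calls in 5 of them, rfx7a in 4, apoeb in 3 and ankrd1a in 1. The largest adjusted p was 0.115 for sesn4 and 0.119 for rfx7a without cKO cryoinjury replicate 3, 0.185 for ndst1a and 0.0522 for ankrd1a without cKO sham replicate 3, and 0.0753 for apoeb without cKO cryoinjury replicate 2. ndst1a reached 0.0517 with lane as a covariate, and rfx7a 0.0578 in the fit of the 6 libraries.

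Cryoinjury against uninjured in cKO gave 2171 genes, 1415 higher and 756 lower. ankrd1a rose by 7.72 (adjusted p 3.06e-05), cd9b by 6.53 (adjusted p 0.00122) and col11a1b by 6.31 (adjusted p 3e-05). rorcb changed by −5.82 (adjusted p 0.00125), asb15b (ENSDARG00000045863, chromosome 4) by −4.79 (adjusted p 0.00463) and nfil3-5 (ENSDARG00000094965, chromosome 6) by −4.56 (adjusted p 0.00246). These 6 genes were called under every alternative and in every fit that left out 1 library, and the numbers of genes in those fits ran from 930 to 2240. The lowest came without cKO cryoinjury replicate 2.

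Sham against uninjured in cKO gave 214 genes, 191 higher and 23 lower. col11a1b rose by 5.33 (adjusted p 0.000525), angptl2a (ENSDARG00000024030, chromosome 5) by 3.81 (adjusted p 0.000533) and has1 (ENSDARG00000042983, chromosome 16) by 3.50 (adjusted p 0.0417). rorcb changed by −4.50 (adjusted p 0.0217), nfil3-5 by −4.42 (adjusted p 0.0124) and akap6 (ENSDARG00000077295, chromosome 17) by −3.27 (adjusted p 0.00822). The fit of the 6 libraries alone called 29 genes and did not call has1 (0.436), rorcb (0.0995), nfil3-5 (0.120) or akap6 (0.0717). has1 also lost its call with lane (0.0548) and without a filter (0.0539). Of the 6 fits that left out 1 library, has1 lost its call in 5 (up to 0.139 without cKO uninjured replicate 2), rorcb in 4 and nfil3-5 in 3 (up to 0.115 and 0.0803 without cKO sham replicate 3), and akap6 in 2 (up to 0.0593 without cKO sham replicate 1). Leaving out single libraries gave from 102 to 253 genes, the lowest without cKO uninjured replicate 2. tcf21 did not differ between conditions in cKO, with log2 fold changes of 0.05 for cryoinjury against sham, 0.22 for cryoinjury against uninjured and 0.17 for sham against uninjured (adjusted p 0.966, 0.656 and 0.906).

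**Figure D4:**
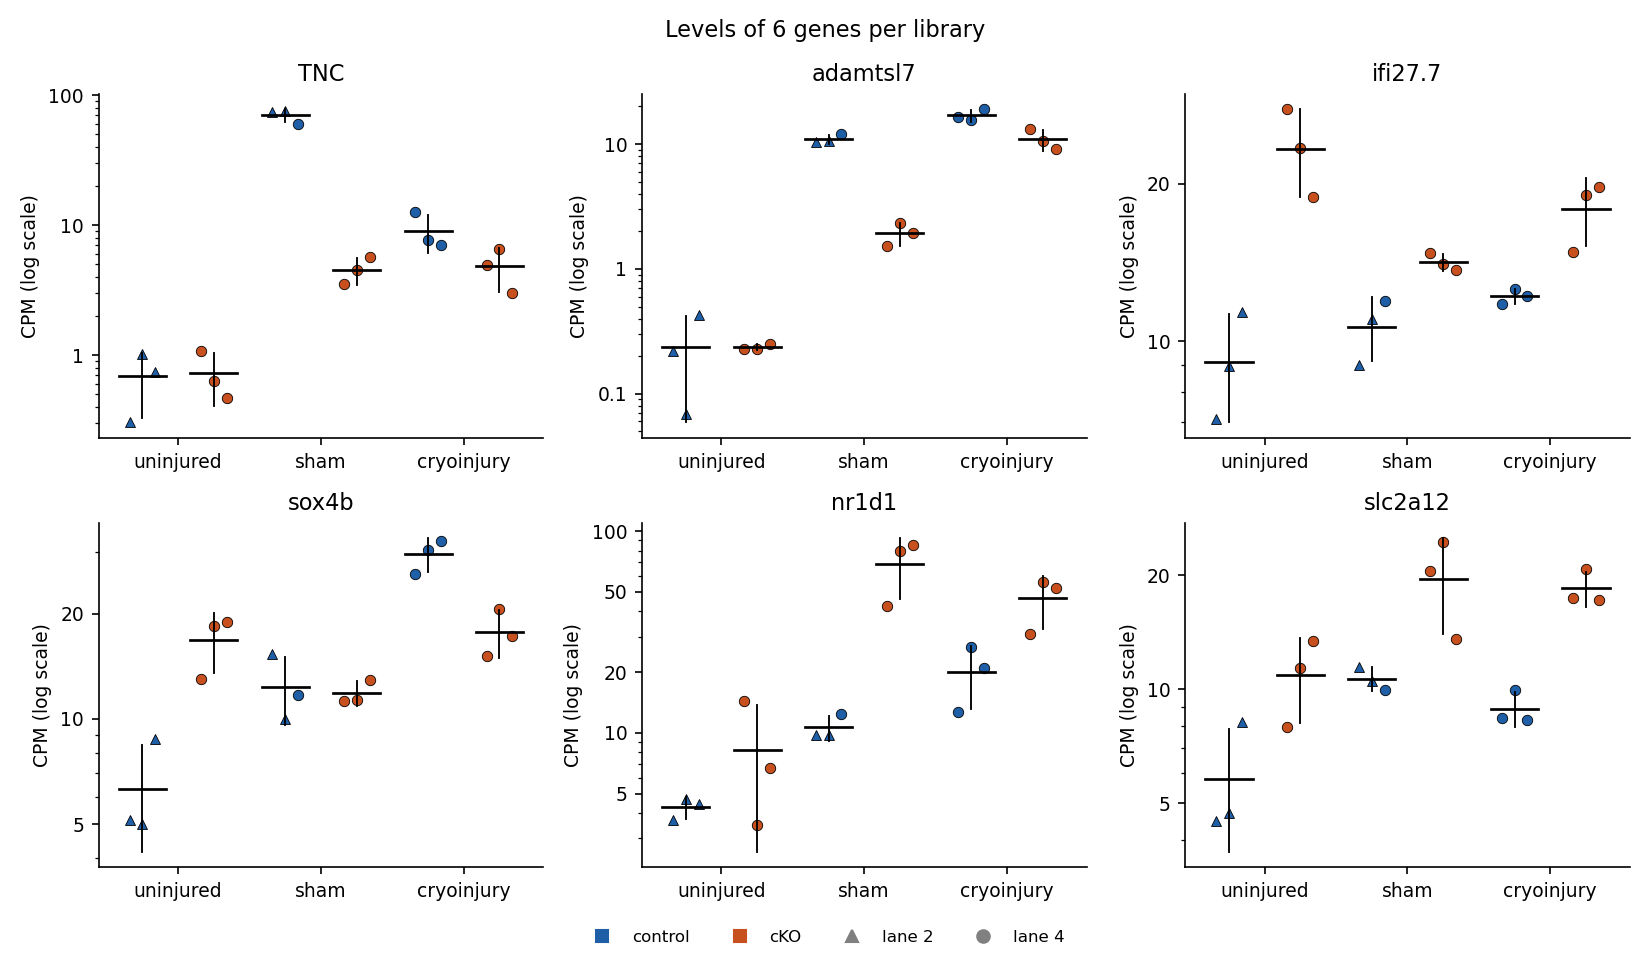
Level in CPM (log axis) of TNC, adamtsl7, ifi27.7, sox4b, nr1d1 and slc2a12, a neighbour of tcf21 chosen after its values were seen, per library with the mean and SD of 3 libraries, colour for the arm and marker for the lane. TNC reached 69.9 CPM in sham control and 4.56 CPM in sham cKO, and 9.11 and 4.85 CPM after cryoinjury.

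Lists of genes were tested in the same comparisons. In control, cryoinjury against sham, 0 of the 12 lists were called by camera with an estimated correlation, the smallest adjusted p was 0.150, and 2 lists had an unadjusted p under 0.05. fry called 3 lists. The sarcomere list was lower in all 9 genes (median −0.53, fry adjusted p 0.00499), and the cell cycle list was higher in all 15 genes (median 1.46, fry adjusted p 0.00499). The macrophage list was higher in all 7 genes (median 1.12, fry adjusted p 0.0201). The epicardium list was higher after sham than in uninjured ventricles in control (median 1.62, adjusted p 0.0494) and in cKO (median 0.97, adjusted p 0.00242), each in 7 of 8 genes. The fibroblast and matrix list was higher in all 13 genes in control (median 2.51, adjusted p 0.0205) and in cKO (median 1.32, adjusted p 0.00564). After cryoinjury against uninjured, camera called these lists in cKO (adjusted p 0.00842 and 0.0180) and 0 lists in control, where 4 had an unadjusted p under 0.05. fry called 7 lists in each arm there, these among them, and a difference between the arms was not tested by these counts. For cryoinjury against sham in cKO camera called 0 lists (smallest adjusted p 0.142, 3 lists at an unadjusted p under 0.05), and fry called 3: cell cycle, epicardium, and fibroblast and matrix (adjusted p 0.0103 each). All of the camera calls for sham against uninjured held under fry. Of the 108 list genes, 6, 62 and 31 were called over all genes in control for cryoinjury against sham, cryoinjury against uninjured and sham against uninjured, and 9, 37 and 13 in cKO. The numbers adjusted over the list alone were 28, 66 and 44 in control and 24, 55 and 18 in cKO.

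A further comparison asked whether the response to cryoinjury differed between the arms. The log2 fold changes of cryoinjury against sham in control and in cKO, which share no library, had a Pearson correlation of 0.243 and a Spearman correlation of 0.479 across 20462 genes, which are not independent replicates. Among genes called in at least 1 arm the Pearson correlation was 0.690. Across all genes, with lane as a covariate, it was 0.204. There were 92 genes called in both arms, all 92 in the same direction, where chance gave 4.08. The difference of the cKO effect between cryoinjury and sham was called for 0 genes, with 471 (2.30%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.817. For tcf21 it was 0.21 (adjusted p 1). None of the 12 lists was called (smallest adjusted p 0.272, 1 list at an unadjusted p under 0.05). The fit of the 12 libraries alone called 4 genes and the DESeq2 Wald test 3.

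**Figure D5:**
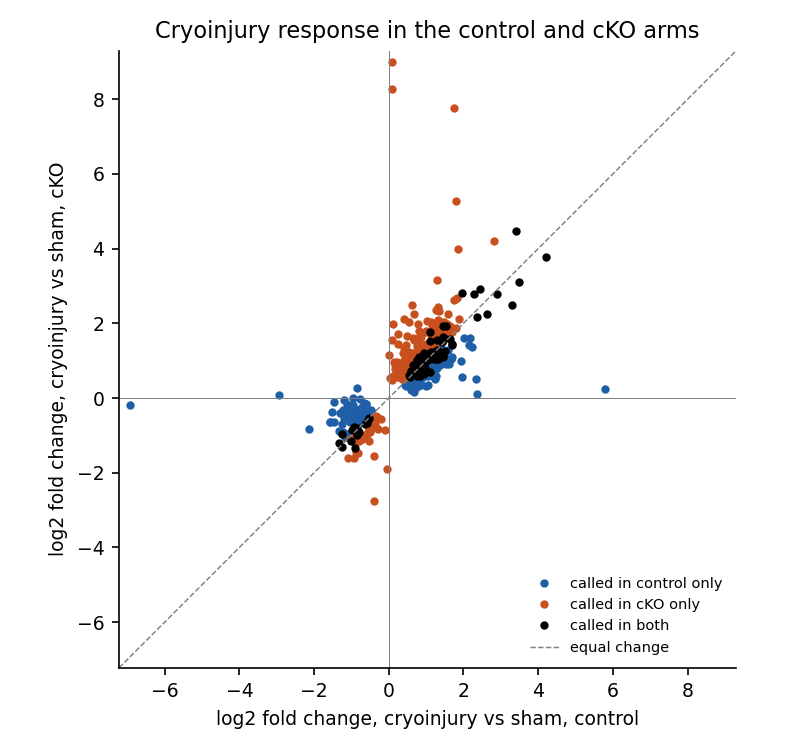
Log2 fold change of cryoinjury against sham in cKO (vertical axis) against that in control (horizontal axis), with 1 point per gene called in control only, in cKO only or in both and a dashed line of equal change. The 92 genes called in both arms moved in the same direction, 4.08 being expected by chance.

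The cKO effect differed between cryoinjured and uninjured ventricles for 5 genes (adjusted p 0.0383 to 0.0457), with 2289 (11.2%) at an unadjusted p under 0.05. The rule named pmp22b (ENSDARG00000060457, difference 2.38, SE 0.37), limd1a (ENSDARG00000110954, difference 1.46, SE 0.24) and sox4b (difference −2.16, SE 0.32). Adding lane to the fit left 0 genes called (adjusted p 0.702, 0.635 and 0.556 for these), and with the 12 libraries alone 0 (0.195, 0.223 and 0.195). Leaving out 1 library gave from 0 genes to 121, the highest without cKO uninjured replicate 1. Of the 12 fits that left out 1 library, pmp22b and sox4b each lost their calls in 6 (up to 0.187 without cKO cryoinjury replicate 3) and limd1a in 7 (up to 0.190 without cKO cryoinjury replicate 1). limd1a was also not called without a filter on low counts (0.0508). For tcf21 the difference was −0.66 (SE 0.36, adjusted p 0.516).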

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

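In this part, the fit with lane as a covariate, the difference of the cKO effect between sham and uninjured, the fit of genes outside the table, and the tests of groups with no counts, of the fibroblast and matrix list (random lists, permutation and camera), of scaffolds and of genes outside the table by lane were chosen only after the results they concern were seen.

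The cKO effect differed between cryoinjured and uninjured ventricles for 5 genes by the test of the difference itself. The difference in log2 fold change was −8.43 for ENSDARG00000041221, −2.16 for sox4b, −4.13 for plaua (ENSDARG00000075265), 2.38 for pmp22b and 1.46 for limd1a. ENSDARG00000041221 and plaua lie outside the rule for naming genes and are named after their values were seen. sox4b was higher in cKO by 1.42 in uninjured ventricles and changed by −0.74 after cryoinjury, and plaua by 3.21 and −0.92. Against this stand 16 of 100 arrangements of the libraries between the arms within conditions, the real one among them, which gave as many genes or more (up to 32), so 5 genes are within what chance gave. Uninjured control libraries lay in lane 2 and the other libraries of the contrast in lane 4. A fit with lane called 0 of them, their adjusted p-values lay between 0.556 and 0.702, and the differences kept their sign. Leaving out single libraries gave from 0 genes to 121 (without cKO uninjured replicate 1), and over the alternatives the adjusted p ran from 4.89e-06 to 0.702 for pmp22b, from 1.4e-05 to 0.635 for limd1a, and from 3.36e-06 to 0.556 for sox4b. For these 5 genes chance differences among libraries were not excluded, the lane and the group cannot be told apart in uninjured ventricles, and an effect of deletion that depends on injury stays open, untested beyond this.

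The added test of the difference between sham and uninjured ventricles also gave 5 genes, with 1883 at an unadjusted p under 0.05. The differences were 14.22 for ftr25 (ENSDARG00000093651), −8.74 for ENSDARG00000041221, −2.99 for prr11 (ENSDARG00000087393), −4.01 for TNC (SE 0.57) and 9.29 for cyp2k8 (ENSDARG00000101190), with adjusted p-values of 0.0130 to 0.0295. All but TNC are named after their values were seen. In the fit with lane the adjusted p-values were 0.0389 to 0.0515, the last for cyp2k8. Leaving out single libraries was not tried for this added test.

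The fitted differences of ENSDARG00000041221, ftr25 and cyp2k8 rest on groups with no counts, which is a candidate explanation for their size. ENSDARG00000041221 had 0 counts in all 3 uninjured control libraries and a mean of 0.243 CPM in uninjured cKO. ftr25 and cyp2k8 had 0 counts in all uninjured cKO libraries, against means of 0.533 and 0.246 CPM in uninjured control. Since the number of reads behind a count is not known, no lower bound on these folds is given. The highest group mean among the 3 genes was 1.42 CPM, a level at which presence or absence in a few of the pooled fish may decide a group. A difference in genotype between the fish of the groups at these genes was not tested.

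TNC had 0.688 ± 0.360 and 0.730 ± 0.319 CPM in uninjured control and cKO, and 69.9 ± 8.21 and 4.56 ± 1.08 CPM after sham. Lane alone would ask for a low level in the sham control library of lane 4, which had 60.5 CPM, though 1 library excludes nothing. A candidate explanation is a larger response of fibroblast and matrix genes to sham in control. The 13 matched genes of that list, which do not include TNC, had a median difference of 0.97 between the responses of control and cKO, 12 of them above 0. That was the 100th percentile of random lists (95% of which lay between −0.33 and 0.09), so in these libraries the difference was not in TNC alone. The list's mean log2 level gave a cKO effect that was 0.84 lower after sham than in uninjured ventricles. Exchanging libraries between the arms within these conditions gave a difference as large in 24 of 400 arrangements (exact p 0.0600, the smallest possible being 0.005), and camera with an estimated correlation gave p 0.0792. The larger response of the list in control thus stays open as a hypothesis, and it rests in part on the uninjured groups, where lane coincides with the arms. Reads shared with the other gene of that symbol, the size of the wound, and an effect of the missing tcf21 on these genes were not tested.

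Data outside the count table also held signals. Of the 7413 genes that only the library files list, 1859 were tested together with the table. Between cKO and control 2 of them were called in uninjured ventricles (176 at an unadjusted p under 0.05) and 9 over the 3 conditions (184), while after sham and after cryoinjury 0 were called (84 and 70 at an unadjusted p under 0.05). The most abundant was si:dkey-238c7.13 (ENSDARG00000092191, chromosome 18, 7584386 to 7587290), named after its values were seen. It was higher in cKO by 2.03 on the log2 scale (SE 0.36, adjusted p 0.0265), with 140, 81.8 and 148 CPM in uninjured, sham and cryoinjured cKO against 21.5, 30.2 and 38.3 CPM in control. Near copies on scaffolds outside the chromosomes could give such calls through reads placed on either copy. Of the 9 genes 3 lay on scaffolds, against 260 of the 1859 tested (14.0%), exact p 0.119, which 9 genes are too few to decide. After cryoinjury, where all libraries share lane 4, si:dkey-238c7.13 was higher in cKO by 1.95 (SE 0.62, unadjusted p 0.00646, adjusted 0.482) with no overlap between the arms. It was not called without the cryoinjured groups, so these libraries helped to select it and lane stays open for it. All 9 genes kept their direction there, 6 without overlap and 7 at an unadjusted p under 0.05. They had been called with these libraries included, and without the cryoinjured groups 1 gene outside the table was called, so for the 9 as a set lane stays open. Reads shared between copies, haplotypes that differ between the arms and deletion itself stay open for these genes.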

How the results depend on the processing

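In this part, sequencing lane as a covariate and the test of the replicate numbers were chosen only after the data had been seen; the other alternatives were fixed before the data were examined. The change of tcf21 between cKO and control kept its sign under every alternative. It was past the threshold in all of them except the fit of the 6 uninjured libraries alone, where it was −3.51 with an adjusted p of 0.759. Across the 6 fits that each left out 1 library it ran from −3.72 to −3.24 in uninjured ventricles, from −4.50 to −4.28 after sham and from −4.24 to −4.07 after cryoinjury.

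The numbers of called genes moved far more. With DESeq2 size factors, without a filter, with a mean of at least 50 counts and without mitochondrial and haemoglobin genes, every number stayed within 1.5 times its value in the report. The DESeq2 Wald test called 593 genes between cKO and control in uninjured ventricles, 174 after sham, 104 after cryoinjury and 846 over the 3 conditions. In control it called 1195 for cryoinjury against sham and 2636 for sham against uninjured, and in cKO 1000 and 583, with 3390 for cryoinjury against uninjured. For the difference of the cKO effect it called 3 genes between cryoinjury and sham and 314 between cryoinjury and uninjured. The cause was not tested.

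Fitting only the groups compared gave 0, 40 and 253 genes between cKO and control in uninjured, sham and cryoinjured ventricles. In control it gave 1418 genes for cryoinjury against sham, 2474 for cryoinjury against uninjured and 291 for sham against uninjured, and in cKO 1671 for cryoinjury against sham and 29 for sham against uninjured. For the difference of the cKO effect it gave 4 genes between cryoinjury and sham and 0 between cryoinjury and uninjured, where the report had 2289 at an unadjusted p under 0.05. By construction these fits take their dispersion from fewer libraries. The number rose in each comparison without uninjured libraries and fell in each with them, and the common coefficient of variation of uninjured groups was the highest (0.597 and 0.575). No value could be had for the effect averaged over the conditions, which uses all groups.

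The fit with lane gave 1 in uninjured ventricles, 1 over the 3 conditions, 0 for cryoinjury against sham in control, 662 for cryoinjury against uninjured and 901 for sham against uninjured in control, 175 for cryoinjury against sham in cKO, and 0 for the difference between cryoinjury and uninjured. Sham control was the only group in both lanes, so the lane term rested on its replicate 3 in lane 4 against its replicates 1 and 2 in lane 2. Anything peculiar to that replicate 3 enters every change that the lane term moves. Lane also coincides with the arms in uninjured ventricles, so by construction this fit has less information on them. The median ratio of its standard errors to those without lane was 1.83 for the uninjured comparison and 1.44 after sham. It was 1.02 after cryoinjury and 1.79 over the 3 conditions. The 105 genes besides tcf21 called over the 3 conditions kept their sign with lane, with a median ratio of the changes of 0.957, so the lost calls there came with wider errors and not with smaller changes.

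With the replicate number as a block the numbers were 43, 7 and 4 between cKO and control, 230 over the 3 conditions, and 555 in control and 505 in cKO for cryoinjury against sham. Over 14203 genes, deviations from the group mean correlated with a mean of 0.116 over the 45 pairs of libraries with the same number in different groups, and 24 pairs were over 0.1 (range −0.091 to 0.443). Pairs with different numbers had a mean of −0.058, which taking deviations from the group mean largely fixes by construction, so it adds no evidence. Only 0.02% of random renumberings within groups gave a mean as high, against a random median of −0.0053, so the numbers may stand for a shared collection or library batch. The labels do not say that they pair the libraries, and the main fit and the exchanges of libraries left the replicate numbers out. The correlation was uneven over pairs, but the renumberings argue against chance as its source. The tests thus took as independent libraries that may share a batch. With the block stk35 lost its call over the 3 conditions (adjusted p 0.0672), and so did limd1a for the difference between cryoinjury and uninjured (0.0717). The cause of these changes with the block was not tested.

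Leaving out 1 library gave from 12 (without control uninjured replicate 2) to 557 genes (without control uninjured replicate 3) between cKO and control in uninjured ventricles, from 2 to 3 after sham, from 1 to 3 after cryoinjury (3 without control cryoinjury replicate 3), and from 14 (without cKO cryoinjury replicate 3) to 726 (without control uninjured replicate 3) over the 3 conditions. In control it gave from 4 (without control sham replicate 2) to 36 (without control cryoinjury replicate 2) for cryoinjury against sham, 3447 to 5027 for cryoinjury against uninjured and 758 (without control sham replicate 1) to 2221 for sham against uninjured. In cKO it gave 18 (without cKO cryoinjury replicate 2) to 115 (without cKO cryoinjury replicate 1) for cryoinjury against sham, 930 (without cKO cryoinjury replicate 2) to 2240 for cryoinjury against uninjured and 102 (without cKO uninjured replicate 2) to 253 for sham against uninjured. For the difference of the cKO effect it gave 0 to 0 between cryoinjury and sham, where 471 genes had an unadjusted p under 0.05 with all libraries, and 0 to 121 between cryoinjury and uninjured (121 without cKO uninjured replicate 1). Most of these fits lose power by construction, with 2 libraries in a group. The number in uninjured ventricles also rose without control replicate 1 (129), cKO replicate 1 (71) and cKO replicate 3 (70). That over the 3 conditions also rose without uninjured control replicate 1 (457), uninjured cKO replicate 1 (126) and uninjured cKO replicate 3 (241). Both fell in all other fits. The cause of these rises, and of those without control uninjured replicate 3, was not tested.

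For the lists, preset correlation called 3, 2 and 3 lists between cKO and control, 4 for cryoinjury against sham in control and 4 for the difference between cryoinjury and sham. fry called 3 for cryoinjury against sham in control. The preset correlation of 0.01 lay below the estimated correlation of every list in these comparisons, the smallest of which was 0.0516. Leaving out 1 library gave 0 to 1 list after cryoinjury (1 without control cryoinjury replicate 1) and 0 to 0 in the other list results, beside 0 to 2 lists at an unadjusted p under 0.05 with all libraries.

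The correlation of the injury responses was 0.690 over genes called in at least 1 arm and 0.491 over genes with a mean of at least 50 counts. With the block it was 0.238, with lane 0.204, and without 1 library it ran from 0.141 (without control cryoinjury replicate 1) to 0.215 (without control sham replicate 3). The first choice of genes raises it by construction.

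tcf21 did not differ between conditions in cKO, and its small positive changes reversed in 5 fits without 1 library, none of them called. For cryoinjury against sham it was −0.01017 without cKO cryoinjury replicate 1, −0.01128 without cKO cryoinjury replicate 2 and −0.05312 without cKO sham replicate 1. For cryoinjury against uninjured it was −0.05159, and for sham against uninjured −0.1038, both without cKO uninjured replicate 1. The highest values in such fits were 0.1713 (without cKO cryoinjury replicate 3), and 0.4305 and 0.3782 (both without cKO uninjured replicate 3).

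Of 62 single-gene and list results, 19 kept their direction and side of the threshold under every alternative. Over all alternatives 190 of 952 fits of these results changed, 179 of them weaker, 6 stronger and 5 reversed. Leaving out 1 library accounted for 129 of the weaker ones, lane for 27, only the groups compared for 16, no filter for 4, the block for 2 and DESeq2 size factors for 1. The 6 stronger ones were lists under fry and preset correlation. In simulated data with 200 changed genes, 20 to 22 of 50 2-fold increases were recovered in a comparison of 3 against 3 libraries, and smaller numbers of changed genes were not simulated. The simulated groups all had the same spread per gene, which the real groups did not, so recovery in a given condition may differ.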

Other observations

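In this part, the fit with lane as a covariate and the tests of library depth, of clock spread, of ifi27.7 and mov10b.1 by lane, and of random exchanges for the difference between cryoinjury and sham were chosen only after the results they concern were seen. Genes other than tcf21 and those the rule gave were likewise named after their values were seen. Random lists matched on abundance ignore the correlation between genes, so a percentile among them describes these 18 libraries and not the groups at large.

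Other splits of the libraries gave a measure of chance. In uninjured ventricles 3 of the 10 splits of the 6 libraries gave at least the 27 genes of cKO against control. The largest gave 657 genes, and cKO replicates 1 and 2 with control replicate 1 gave 607. Each of the other 8 comparisons of 3 against 3 libraries was matched by 1 of 10 splits, the real one: cKO against control after sham and after cryoinjury, and the 3 comparisons between conditions in each arm. With 10 splits the share cannot be under 10%. For the cKO effect averaged over the conditions, 1 of 100 exchanges of libraries within conditions, the real one, gave 106 genes, and the largest other gave 20, so chance differences among libraries are an unlikely source of that number. Leaving out single libraries moved it between 14 (without cKO cryoinjury replicate 3) and 726 (without control uninjured replicate 3). The difference between cryoinjury and sham, with 0 genes called and 471 at an unadjusted p under 0.05, was matched by 100 of 100 exchanges, as a count of 0 always is, so this says nothing about chance. The correlation of the injury responses, 0.243, was matched by 1 of 100 exchanges of libraries between sham and cryoinjury, the real one, and the largest other was 0.162.

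Sequencing lane could lie behind the genes called in uninjured ventricles, where it coincides with the arms. Sham control was the only group in both lanes. Of the 26 genes called besides tcf21, 9 (34.6%) differed between its lane 4 library and its lane 2 libraries in the direction of the cKO effect, exact binomial p 0.169, and the share was 51.4% among genes with an unadjusted p under 0.05. A single library of lane 4 decides nothing, so for these genes as a set lane and deletion cannot be told apart. ifi27.7 and mov10b.1, which are among them, are weighed separately with the antiviral genes. For the effect over the 3 conditions more could be done. In a fit without the cryoinjured groups 10 genes besides tcf21 were called, and 9 of them (90%) kept their direction in the cryoinjured groups, which lie wholly in lane 4, against 59.1% of all genes. The exact two-sided binomial p was 0.0215 against an even chance and 0.0554 against the share of all genes. Their median change there was 0.484 times that in the other groups. With 10 genes this does not exclude lane as the cause, so lane and deletion both stay open for the set.

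More genes were called in control than in cKO for sham against uninjured (1562 and 214) and for cryoinjury against uninjured (4852 and 2171). The differences of 1348 and 2681 genes were each matched by 1 of 100 exchanges of libraries between the arms, the real one, in either direction. The largest others in the same direction were 1080 and 2553. Lane coincides with uninjured control. For sham against uninjured, leaving out control sham replicate 3 put all control libraries compared in lane 2, as all cKO libraries were in lane 4. Control then had 878 genes, against 102 to 253 in cKO with 1 library left out, and the fit with lane gave 901 and 182. That argues against lane as the whole cause of this difference. For cryoinjury against uninjured the fit with lane gave control 662 and cKO 1999, the opposite order. Lane coincides with the 2 groups compared in control and is the same for all cKO libraries. By construction this fit thus has less information on the control comparison, and the reversed order decides nothing. Lane stays open there. A number of calls also moves with the spread of the groups, so it does not measure the size of the response. Per gene, the difference of the cKO effect was called for 5 genes in each case. For cryoinjury and uninjured, 16 of 100 exchanges, the real one among them, gave as many genes. That test cannot single out deletion as the cause, since exposure to the drug came with deletion and lane coincides with uninjured control.

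Among the genes higher in cKO over the 3 conditions were nr1d1 and per1a, which belong to the circadian clock. A different time of day at collection predicts that other clock genes move with them according to phase. Of 25 genes of a list in evening phase, signed for genes of the opposite phase, 22 were tested. Their signed mean in cKO was 0.47, the 100th percentile of random lists (95% between −0.11 and 0.14), with 19 of 22 genes in the predicted direction. By condition it was 0.64 after sham (18 of 22 genes in the predicted direction), 0.68 after cryoinjury (20 of 22) and 0.10 in uninjured ventricles (8 of 22). The uninjured value was the 89.3 percentile. By exact permutation within conditions p was 0.0260 (0.104 adjusted over 8 lists), with no overlap between the arms after sham and after cryoinjury, which chance gives, in either direction, in 10% of cases each. Camera with an estimated correlation gave p 0.121. The data are consistent with hearts of the arms having been collected at different times of day after sham and cryoinjury, though the list does not pass correction. An effect of 4-hydroxytamoxifen, of the dark periods of exposure or of deletion on the clock would look alike and stays open.

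rorcb and nfil3-5, of the same clock, were lower after sham than in uninjured ventricles in both arms. The signed mean of the list for sham against uninjured, averaged over the arms, was 1.14, again the 100th percentile, with 19 of 22 genes in the predicted direction. rorcb ran from 14.0 to 161 CPM among uninjured control libraries and from 37.6 to 234 CPM among uninjured cKO libraries, against 1.57 to 9.57 CPM in all other libraries. A different time of day for uninjured hearts is a candidate explanation, and a response of clock genes to the operation stays open. Some genes named for the comparisons with uninjured ventricles, rorcb and nfil3-5 among them, may therefore reflect the hour and not the procedure. For sham against uninjured in cKO, rorcb lost its call in 4 and nfil3-5 in 3 of the 6 fits that left out 1 library (adjusted p up to 0.115 and 0.0803, without cKO sham replicate 3).

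The wide spread of the uninjured libraries was set against several sources. Time of day within the group fits: the signed clock mean had a within-group SD of 0.458 in the uninjured groups and 0.236 in the others, the 99.99 percentile of random lists (median 0.107, 95% under 0.213). By group, however, the SD was 0.333 in uninjured control, 0.582 in uninjured cKO and 0.423 in sham cKO, where the common coefficient of variation was 0.597, 0.575 and 0.405. The clock genes thus did not vary in the order of the groups' spread, but each SD rests on 3 libraries. That order is too uncertain to decide, and time of day stays open as a source of part or all of the spread. The counts argue against library depth, since only 2 of the 6 uninjured libraries lay below the median depth of the others. Tissue carried over at dissection could not be decided. The within-group SD of marker genes was at the 5.81 percentile for atrium, the 100th for bulbus arteriosus, the 86.6 for skeletal muscle and the 64.4 for liver. Of their markers 4 of 6, 7 of 7, 7 of 9 and 4 of 10 were tested, so the checks for atrium, skeletal muscle and liver, with under 80% of their markers tested, are void. Of the tested markers 3, 7, 3 and 1 had a mean of at least 1 CPM over all libraries. Expression by the ventricle and tissue carried over would both give such levels and were not told apart. Among bulbus markers elnb had 0 counts in 3 of the 6 uninjured libraries, which leaves that list undecided, and the most abundant, myh11a, ran from 14.7 to 32.1 CPM. The most abundant of the other lists were smtnl1 (17.6 to 49.8 CPM), ckma (4159 to 4978 CPM), which ventricle muscle also expresses, and tfa (42.0 to 130 CPM). By exact permutation within conditions the cKO difference of these lists had p 0.342, 0.980, 0.0578 and 0.543. Differences between the pooled fish, such as age, sex or health, were not tested.

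ifi27.7, mov10b.1 and stat2 were higher in cKO, and an antiviral response in the cKO fish predicts that other antiviral genes are higher too. Of 18 such genes 16 were tested. In uninjured ventricles their mean was 0.71, the 100th percentile of random lists, with 14 of 16 genes higher. After sham it was 0.33, the 99.3 percentile, with 10 of 16 higher, and after cryoinjury, in lane 4 alone, it was the 21.2 percentile. By exact permutation within conditions p was 0.00875 (0.0700 adjusted over 8 lists) and camera gave 0.0536 in uninjured ventricles, so the list does not pass correction. Lane as the cause of ifi27.7 and mov10b.1 predicts no difference after cryoinjury, where all libraries share lane 4. The genes were higher there by 0.55 and 0.79 with no overlap between the arms, which chance gives in 10% of cases for 3 against 3, at an unadjusted p of 0.00817 and 0.00798 (adjusted 0.469). That argues against lane as the whole cause for these genes. In uninjured ventricles mov10b.1 lost its call in 3 of the 6 fits that left out 1 library (adjusted p up to 0.139, without control replicate 2). For the list lane stays open: its mean level in sham control was −0.69 and −0.17 in the lane 2 libraries and 0.0045 in the lane 4 library, within the −0.05 to 0.19 of sham cKO, though 1 library decides nothing. An infection in the tanks of 1 arm, an effect of the drug and an effect of deletion also stay open, and none of these 3 was tested.

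After sham several genes near the threshold that serve the secretory pathway were lower in cKO. A lower secretory programme predicts the same of other genes of the endoplasmic reticulum and secretion. Of 30 such genes 28 were tested, with a mean of −0.29, the 0th percentile of random lists (95% between −0.09 and 0.19), with 3 of 28 genes higher. Camera gave p 0.0337 after sham, and exact permutation p 0.0940 over the conditions (0.188 adjusted over 8 lists), with all cKO libraries below all control libraries after sham only. A lower secretory programme after sham is thus a hypothesis that does not pass correction. Fewer secreting cells in the pooled tissue would look alike and was not tested. Lane stays open too: the sham control library of lane 4, at 0.0552, was the lowest of its group though above the −0.05 of the highest cKO library.

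slc2a12 (ENSDARG00000036865), 65.8 kb from tcf21 on chromosome 23 between the gene midpoints, was higher in cKO by 0.95 over the 3 conditions (adjusted p 0.0133), and by 0.91, 0.87 and 1.06 in uninjured, sham and cryoinjured ventricles. After cryoinjury, in lane 4 alone, it had 8.29 to 9.97 CPM in control and 17.2 to 20.7 CPM in cKO. A change that spreads over the neighbourhood would move the other tested genes within 500 kb of tcf21, and their mean absolute z was at percentile 43.98 of windows with as many genes, which argues against it. A change at slc2a12 alone, through recombination of the floxed allele or through loss of the protein, stays open. A genetic background that differs between the arms would put called genes close to each other. The 106 genes called over the conditions formed 14 pairs within 1 Mb, more than the median of 9 in random gene sets (95% between 4 and 16), and 10.4% of these had as many. Of the pairs 3 were among the neighbours ifi27.2, ifi27.4 and ifi27.7 of 1 gene family, and 1 was tcf21 with slc2a12. Chromosome 2 held 9 of the genes where 4.96 were expected. The number of pairs lay within what chance gave and in the direction a linked background predicts, so it decides neither way, and such a background stays open.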
